A study of Homo sapiens with 30 samples.

How the data were processed

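CUT&RUN, in which an antibody directs a nuclease to a chromatin protein and the released fragments are sequenced, was performed on control human trabecular meshwork primary cells. The trabecular meshwork is the tissue through which aqueous humour drains from the eye. The 30 samples comprised 10 targets with 3 donors each: H3K4me1, H3K4me2, H3K4me3, H3K27ac with an Abcam antibody, H3K27ac with an Active Motif antibody, H3K36me3, H3K27me3, H3K9me3, CTCF and an IgG control. Libraries were sequenced at a read length of 50 bases, per the labels' protocols.

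The deposited data were 11 lists of genomic intervals, 1 for each of the 9 marks or factors, 1 named CRE and 1 named SE. Each deposited list had 3 columns, chromosome, start and end, and carried no score, height, fold enrichment or p-value. Neither the labels' protocols nor a file header stated the aligner, the peak caller, its threshold, the use of the IgG libraries or the way the 3 donors were combined. The marks from which the authors built the CRE and SE lists were not stated either. The bounds of both lists were multiples of 200 bp. Here CRE is read as cis-regulatory element and SE as super-enhancer, which the labels do not spell out. Read depth per sample is unknown, and no value for a single donor was analysed here, so no spread between donors can be given for any value. A list of the IgG control was not analysed here.

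The genome build was not stated. It was checked against hg38: 0 intervals of the 11 lists ran past the end of an hg38 contig, and unresolved bases made up at most 0.000658% of the bases in a list against 4.13% of the autosomes. Of the H3K4me2 intervals, 3 lay on a viral decoy contig that is not part of the reference used and were left out. Genes were taken from GENCODE release 44, and a gene start is the outermost 5′ end of the annotated gene. A start can therefore lie far from the promoter in use where the annotation holds a long transcript. Coordinates are hg38 and count from 1. Comparisons were restricted to autosomes, except that of the gene lists, which used every listed gene. A small constant was added to each count of an odds ratio.

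Overlap between lists was compared with a rotation permutation test. An interval overlapped another when they shared at least 1 bp. The intervals of a list were shifted by a random offset on each chromosome along the 100 kb windows that held an interval of any of the 11 lists, which together covered 2651 Mb, and this was repeated 999 times. The reported fold is the observed share over the mean share of the rotations. The smallest two-sided p that these rotations can give is 0.002. Adjustment was by the Benjamini-Hochberg method within each family of comparisons, at a threshold of 0.05. For pairs of mark lists, the share is that of the list with fewer intervals. For the CRE list it is the share of CRE regions that overlap a mark, and for the SE list the share of each list's intervals that lie in an SE region. These directions had been left open in the plan and were chosen later. Shares have 95% block bootstrap intervals, drawn from 1000 resamples of 5 Mb blocks. These intervals describe sampling along the genome and not variation between donors.

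Repressive domains were H3K27me3 or H3K9me3 intervals merged within 5 kb and at least 20 kb long. The CTCF motif CCASYAGRKGGCR was searched on both strands with at most 2 mismatches. Promoters were 1 kb on each side of a start. A list of 34 genes of trabecular meshwork and mesenchymal cells and a list of 28 genes of other lineages were written before the data were examined, as were the families of comparisons and the alternatives, and promoters of both gene lists were compared with Fisher's exact test. The genes named are from the first 6 of each gene list in written order. The regions named are the 10 longest SE regions and regions from the 3 widest of the CRE list. A gene and a region that this rule selects are not reported here. The same rule covered the 3 widest intervals of each other list, which are not described.

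The procedures were tested on simulated data. The rotation permutation test gave p under 0.05 in 3 of 200 simulated pairs of unrelated clustered lists and in 200 of 200 pairs with a planted overlap. An earlier version of that simulation, in which windows were marked by the tested pair of lists alone, gave too many calls, and the simulation was then changed to have 9 further lists mark windows, as in the data. With windows marked by the tested pair alone, 52 of the 200 unrelated pairs had p under 0.05. The test therefore holds only where windows are marked by many lists, and rotation along whole chromosomes, which uses no windows, was among the alternatives. Clusters of each simulated list were placed independently, so the simulation does not cover lists that are dense in the same regions. A small fold can therefore reflect shared regional density as well as local overlap. The block bootstrap interval held the true share in 187 of 200 simulations. The motif search returned 150 of 150 planted matches.

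The alternatives were overlap of at least 50% of the interval, shared base pairs, rotation along whole chromosomes, random placement of each interval, the wider intervals of each list (the upper 50% by width, since the lists hold no score), all chromosomes, intervals merged within 1 kb, 20 Mb blocks, 2.5 kb around the start, all annotated genes, 20 kb around a domain edge and at most 1 motif mismatch. For gene starts, overlap of 50% of the interval and shared base pairs were added after seeing the data. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.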

Results

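The deposited data describe where 8 histone-mark lists and a CTCF list lie in the genome of control trabecular meshwork cells, with 3 donors behind each list. The 9 lists held 665356 autosomal intervals. H3K4me1, a mark of enhancers, had the most intervals, 247278 covering 94.1 Mb, with an interquartile range of widths from 166 to 464 bp. H3K27me3, a mark of Polycomb repression, followed with 162505 intervals covering 58.2 Mb. The H3K9me3 list, a mark of heterochromatin, held 88004 intervals with a median width of 182 bp. There were 59480 intervals for H3K4me2 and 11314 for the promoter mark H3K4me3, whose median width of 1277 bp was the largest among the 9 lists. H3K27ac, a mark of active regulatory elements, had 57390 intervals with the Abcam antibody and 28311 with the Active Motif antibody. The shortest of the 9 lists were those of CTCF, with 5629 intervals, and H3K36me3, a mark of transcribed gene bodies, with 5445 intervals covering 2.48 Mb. The CRE list held 139874 regions covering 177 Mb and the SE list 1761 regions with a median width of 59400 bp. Because the lists carry no heights and donors are combined, the unknown depth and calling of each library bear on list size as well as the extent of a mark. The total moved most when only the wider intervals of each list were kept, to 332676.

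The lists differed in their position relative to protein-coding genes. The midpoint lay within 1 kb of a gene start for 72.5% of H3K4me3 intervals (95% block bootstrap interval 71.6 to 73.3), for 22.9% of H3K4me2 intervals (22.1 to 23.8) and for 4.54% of H3K4me1 intervals (4.23 to 4.84). Of evenly spaced autosomal positions, 1.22% did so. H3K36me3 midpoints lay in exons for 33.1% (30.9 to 35.2) and in introns for 58.4% (56.1 to 60.7), against 3.34% and 39.4% of autosomal positions. H3K9me3 midpoints were intergenic for 69.3% (66.7 to 71.7) and H3K27me3 midpoints for 55.2% (53.3 to 57.0), against 56.1% of autosomal positions.

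**Figure D1:**
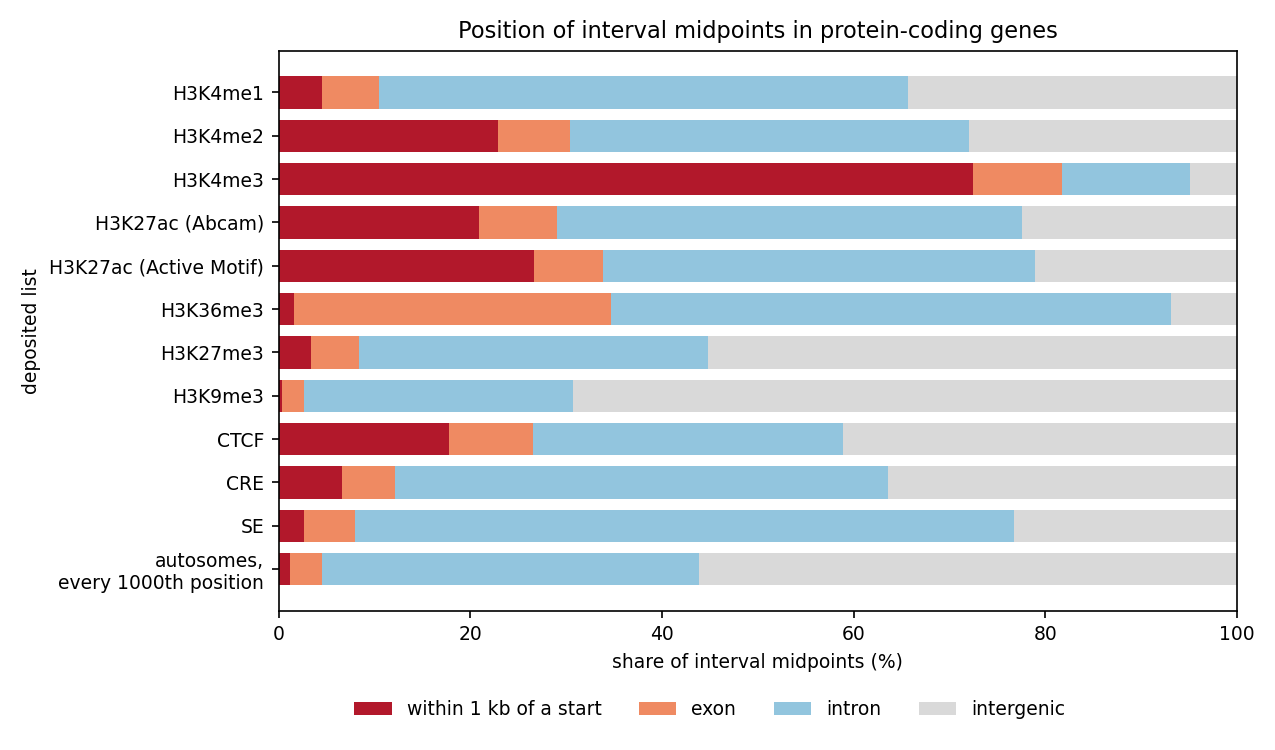
Share of interval midpoints, in percent, within 1 kb of a protein-coding gene start, in exons, in introns or between genes, for each of the 11 deposited lists and for evenly spaced autosomal positions. H3K4me3 has the largest share near starts, 72.5%, and H3K36me3 the largest in exons, 33.1%.

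Counting any overlap with the 1 kb around a start, 9 of the 11 lists lay near gene starts more often than rotated positions, 1 less often and 1 past neither limit. The H3K4me3 list overlapped these windows in 78.5% of intervals, 28.9-fold above the mean of the rotations (rotation permutation test, two-sided p = 0.002, adjusted p = 0.0022). The CTCF share was 19.6%, 9.23-fold above the rotations, with the same p in the rotation permutation test. H3K9me3 intervals lay near starts 0.274-fold as often as rotated ones, and 0.877-fold as often with all annotated genes. For H3K36me3 the share of 1.98% did not differ from the rotated mean of 2.17% (fold 0.915, rotation permutation test, adjusted p = 0.526). The count of lists above the rotations moved most with all annotated genes, to 10, and with overlap of 50% of the interval, to 8. The H3K36me3 fold was 1.42 with all annotated genes (rotation permutation test, adjusted p = 0.002) and 0.666 by shared base pairs at protein-coding starts (rotation permutation test, adjusted p = 0.014).

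The lists from the H3K27ac antibodies were compared to ask how far they mark the same places. Of the 28311 Active Motif intervals, 81.7% (95% block bootstrap interval 81.01 to 82.48) overlapped an Abcam interval, 28.2-fold above the rotated mean of 2.90% (rotation permutation test, two-sided p = 0.002). Conversely, 42.5% (42.0 to 43.1) of the 57390 Abcam intervals overlapped an Active Motif interval. Requiring overlap of 50% of the interval moved the fold most, to 50.2. Intervals found with both antibodies were wider, with a median of 781 bp against 308 bp for Abcam intervals found alone, and 777 bp against 295 bp for Active Motif intervals found alone.

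Intervals shared by both antibodies differed from those of a single antibody in the other marks they overlapped, and 6 of the 10 differences tested had a 95% block bootstrap interval that left out 0. Among the wider intervals of each list 7 did. Among Abcam intervals, 61.7% of the 24403 shared ones and 43.3% of the 32987 found alone overlapped H3K4me2, a difference of 18.4 percentage points (17.3 to 19.5). The difference for H3K4me3 was 19.8 points (18.6 to 20.9). For H3K4me1 it was 4.42 points (3.40 to 5.44), and among the wider intervals of each list it was -2.69 points. H3K27me3 overlapped 16 of the shared and 607 of the Abcam intervals found alone, a difference of -1.77 points (-1.98 to -1.59). Among Active Motif intervals, 66.7% of the 23142 shared ones and 22.6% of the 5169 found alone overlapped H3K4me2, a difference of 44.1 points (42.7 to 45.5), and the difference for H3K4me3 was 35.2 points (33.8 to 36.6). The differences for H3K4me1, H3K27me3 and H3K9me3 among Active Motif intervals, and for H3K9me3 among Abcam intervals, had intervals that included 0.

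All 36 pairs of the 9 mark lists were compared to ask which marks lie together. Overlap was above the rotations for 22 pairs and below them for 13, and 1 pair passed neither limit. Requiring overlap of 50% of the interval moved these counts most, to 14 pairs below. Each call had a two-sided p of 0.002 and an adjusted p of 0.00206 in the rotation permutation test, the smallest that the rotations allow. The p-values therefore do not rank the pairs. Nor do the folds alone, since the largest fold possible falls as the rotated mean share rises. That mean was 8.24% for H3K4me2 with H3K4me1 and 1.03% for CTCF with H3K4me3. H3K4me3 intervals overlapped H3K4me2 in 99.2% of cases (22.0-fold), Abcam H3K27ac in 93.1% (24.5-fold) and Active Motif H3K27ac in 65.9% (30.2-fold). H3K4me1 was overlapped by 64.3% of H3K4me2 intervals (7.80-fold) and 69.8% of Abcam H3K27ac intervals (8.98-fold). H3K36me3 overlapped Abcam H3K27ac in 19.1% of its intervals (7.22-fold) and Active Motif H3K27ac in 11.9% (7.55-fold). CTCF intervals overlapped H3K4me2 in 44.8% (13.9-fold) and H3K4me3 in 18.8% (18.2-fold).

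Among the pairs below the rotations, H3K36me3 and H3K27me3 shared 2 of the 5445 H3K36me3 intervals, a fold of 0.00763. Active Motif H3K27ac overlapped H3K27me3 in 0.0848% of intervals, a fold of 0.0146, and Abcam H3K27ac in 1.09%, a fold of 0.212. Only 3 of the 5629 CTCF intervals overlapped H3K9me3, a fold of 0.0225, and H3K4me3 intervals did so at a fold of 0.0579. The folds were 0.803 for H3K9me3 with H3K27me3 and 0.126 for H3K36me3 with H3K9me3. H3K27me3 overlapped H3K4me1 at a fold of 0.725 by intervals and 1.05 by shared base pairs (rotation permutation test, adjusted p = 0.194). H3K4me2 overlapped H3K27me3 in 6.82% of intervals, 1.27-fold above the rotated mean of 5.35%, whereas H3K4me3 overlapped H3K27me3 at a fold of 0.222. For CTCF and H3K27me3 the fold was 0.899 (rotation permutation test, adjusted p = 0.186).

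**Figure D2:**
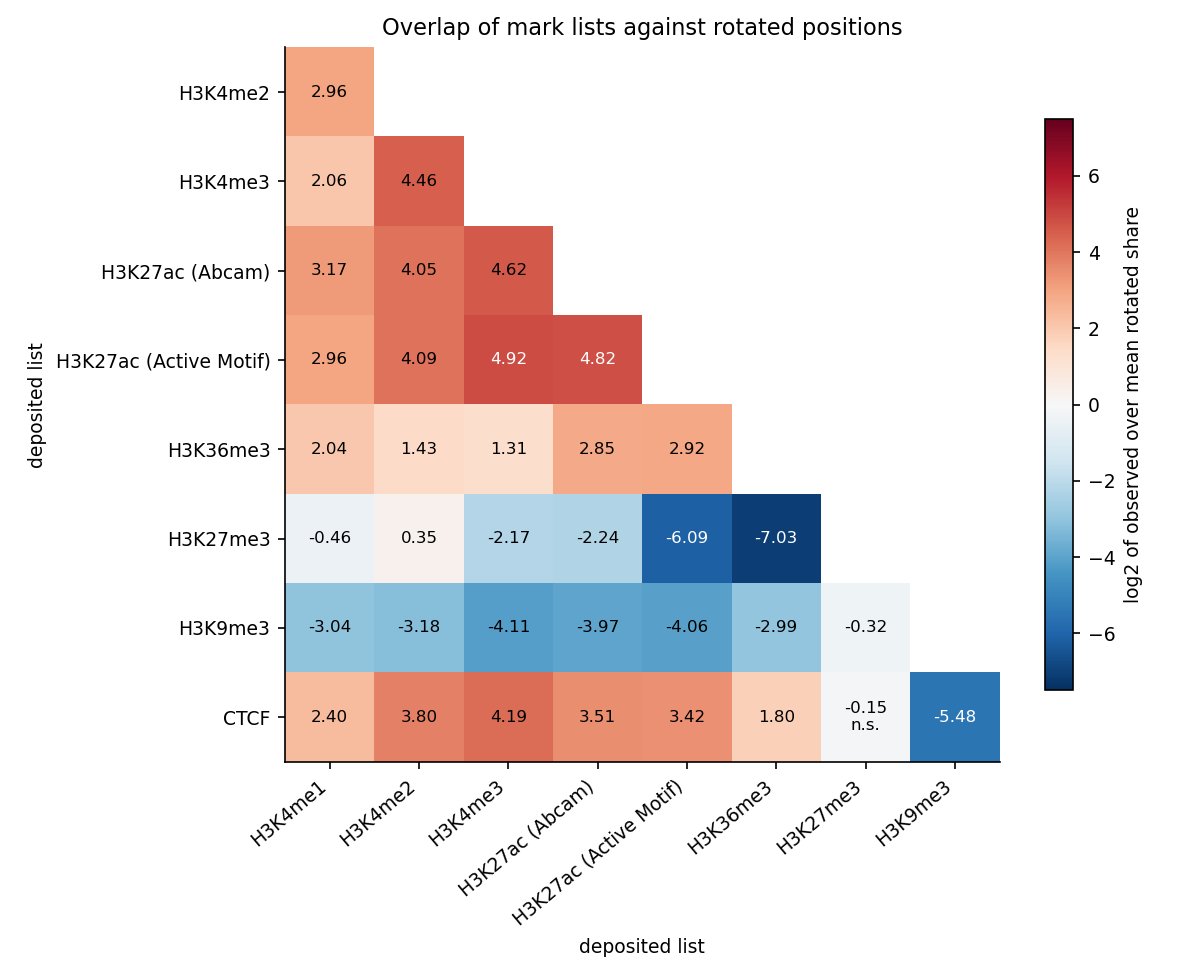
Log2 of the observed over the mean rotated share of overlapping intervals for the 36 pairs of mark lists, with red above and blue below the rotations and n.s. where the adjusted p is at or above 0.05. Pairs with H3K27me3 or H3K9me3 are blue except for H3K27me3 with H3K4me2, at 0.35, and H3K27me3 with CTCF, n.s., and the lowest value is -7.03 for H3K27me3 with H3K36me3.

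The CRE list was compared with the 9 mark lists to ask which marks it holds. Of the CRE regions, 92.5% (95% block bootstrap interval 92.2 to 92.8) overlapped H3K4me1, 27.5% (26.8 to 28.3) H3K4me2 and 21.6% (20.8 to 22.3) Abcam H3K27ac, and 98.8% (98.7 to 98.9) overlapped at least 1 list of H3K4 methylation or H3K27ac. In all, 7 marks overlapped CRE regions above the rotations, and H3K27me3 and H3K9me3 below them, at folds of 0.433 and 0.132 (rotation permutation test, two-sided p = 0.002 for each). The CRE list may itself have been built from these marks, which is not stated. The folds and p-values therefore describe what the list holds and are not independent evidence about it. The CTCF fold was 2.16 and the H3K36me3 fold 1.501, and both fell below 1, to 0.558 and 0.310, when 50% of the CRE region had to be covered, the alternative that moved the count of marks above the rotations most, to 5. In the other direction, 98.1% of H3K4me1 intervals and 99.8% of H3K4me3 intervals lay in a CRE region, against 24.2% of CTCF intervals and 17.6% of H3K36me3 intervals. Among the 3 widest CRE regions (hg38) were chromosome 19, 13005601 to 13041400, 35800 bp overlapping NFIX, and chromosome 11, 12156201 to 12188400, 32200 bp overlapping MICAL2.

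Intervals of 7 mark lists and the CRE list lay in SE regions above the rotations, a count of 8 lists under every alternative run for this family. The fold was 8.10 for Active Motif H3K27ac, with 38.1% of intervals (36.2 to 40.1) in an SE region, and 7.25 for Abcam H3K27ac, with 34.0% (32.3 to 35.7). It was 5.42 for H3K36me3, 3.88 for H3K4me2 and 2.12 for CTCF. H3K27me3 and H3K9me3 lay in SE regions below the rotations, at folds of 0.117 and 0.229 (rotation permutation test, two-sided p = 0.002 for each). As for the CRE list, the SE list may have been built from some of these marks, so the folds describe its content only. At least 1 H3K27ac interval of either antibody lay in 1760 of the 1761 SE regions. The longest SE region (hg38) was chromosome 8, 117810201 to 118143000, 332800 bp overlapping EXT1, with 227 H3K4me1 and 80 Abcam H3K27ac intervals. The next was chromosome 2, 120669801 to 120965000, 295200 bp overlapping GLI2, with 126 H3K4me1 and 60 Abcam H3K27ac intervals. The other regions among the 10 longest overlapped FMNL2, TEAD1, CTIF and SMAD7, CALD1, PTPN14, TGFBR3, PLXNA2 and PDLIM5, and were between 221400 and 258000 bp long.

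Promoters were examined for H3K4me3 and H3K27me3 together, the combination called bivalent. Of 19111 autosomal protein-coding promoters, 10117 overlapped H3K4me3 and 3590 overlapped H3K27me3, and 210 overlapped both. The odds ratio was 0.0353 (95% block bootstrap interval 0.0293 to 0.0416). It was highest, 0.0922, with all annotated genes. H3K4me2 and H3K27me3 shared 1728 promoters, of which 1518 had no H3K4me3, with an odds ratio of 0.328 (0.292 to 0.373). With all annotated genes the latter was 0.814 (0.742 to 0.894). Because donors and cells are combined in a list, a promoter with both marks need not carry them in the same cell or donor.

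CTCF intervals were compared with the edges of repressive domains. There were 1975 H3K27me3 domains covering 71.7 Mb and 354 H3K9me3 domains covering 12.5 Mb. Within 5 kb of an H3K27me3 domain edge lay 5.52% of CTCF intervals, 3.04-fold above the rotated mean of 1.82% (rotation permutation test, two-sided p = 0.002). Among the alternatives the fold moved most within 20 kb, to 2.46. For H3K9me3 domain edges the share was 0.0178%, against a rotated mean of 0.314%, a fold of 0.0566 that rests on a single interval (rotation permutation test, two-sided p = 0.002). CTCF density was 10.1 intervals per Mb (95% block bootstrap interval 8.60 to 11.7) in the 5 kb outside an H3K27me3 domain, 5.06 (4.13 to 6.04) in the 5 kb inside it and 5.12 (4.47 to 5.82) between 20 and 50 kb outside.

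**Figure D3:**
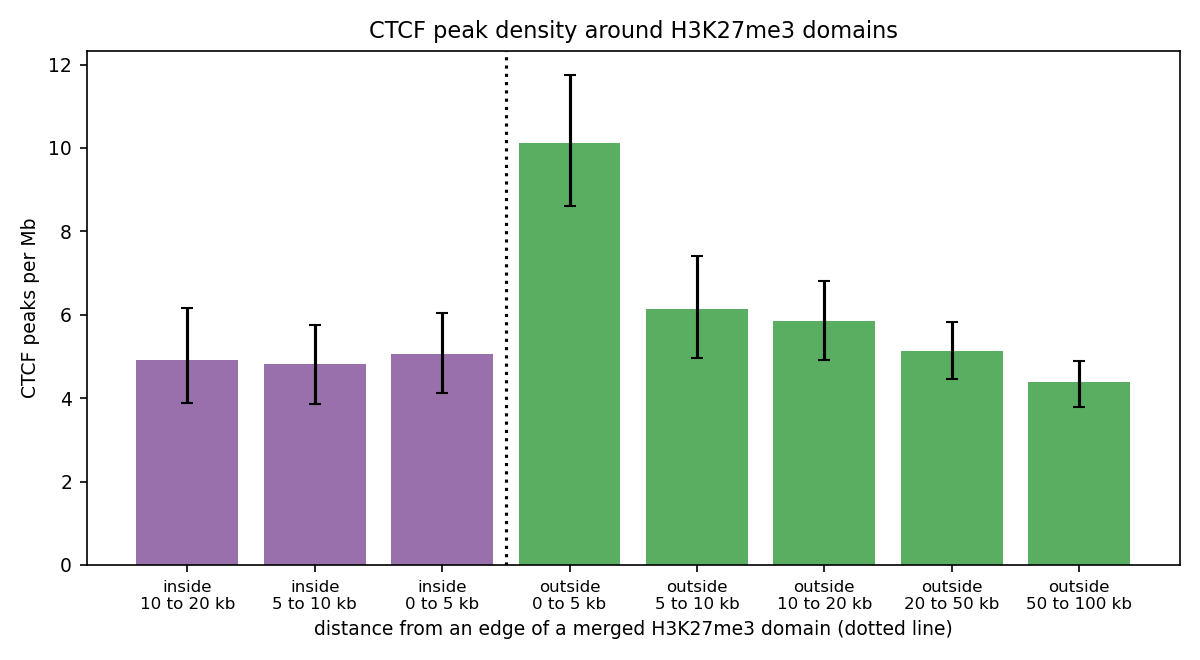
CTCF intervals per Mb by distance from the edges of merged H3K27me3 domains, inside in purple and outside in green, with 95% block bootstrap intervals. Density is 10.1 per Mb in the 5 kb outside an edge and between 4.39 and 6.14 per Mb in the other zones.

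The CTCF list was checked against the factor's sequence motif. A match with at most 2 mismatches lay in 87.7% of CTCF intervals (95% block bootstrap interval 86.9 to 88.5), 4.83-fold above the rotated mean of 18.1% (rotation permutation test, two-sided p = 0.002). With at most 1 mismatch the share was 62.1% and the fold 32.1. The reversed motif, a control of the same composition, lay in 19.6% of CTCF intervals at a fold of 1.42. Of the 7002 autosomal sites that match the motif without a mismatch, 18.2% (16.8 to 19.6) lay in a CTCF interval.

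Promoters of the 34 meshwork and mesenchymal genes were compared with those of the 28 genes of other lineages. Abcam H3K27ac lay on 29 against 0 promoters (Fisher's exact test, two-sided p = 7.17e-13, adjusted p = 6.46e-12 over 9 marks). H3K4me3 lay on 22 against 0 (Fisher's exact test, adjusted p = 5.15e-08) and H3K27me3 on 2 against 20 (Fisher's exact test, adjusted p = 1.53e-07). H3K4me1, H3K4me2 and Active Motif H3K27ac were also found more often on the first list, and H3K9me3, CTCF and H3K36me3 did not differ. The count of marks that differed moved most within 2.5 kb of the start, from 6 to 7. H3K36me3 lay on 0 promoters of either list. CTCF lay on 3 against 0 promoters (Fisher's exact test, adjusted p = 0.315), and its difference within 2.5 kb was 17.6 percentage points (Fisher's exact test, adjusted p = 0.0360). Some genes of a list are neighbours that share a promoter region, so the genes are not fully independent.

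**Figure D4:**
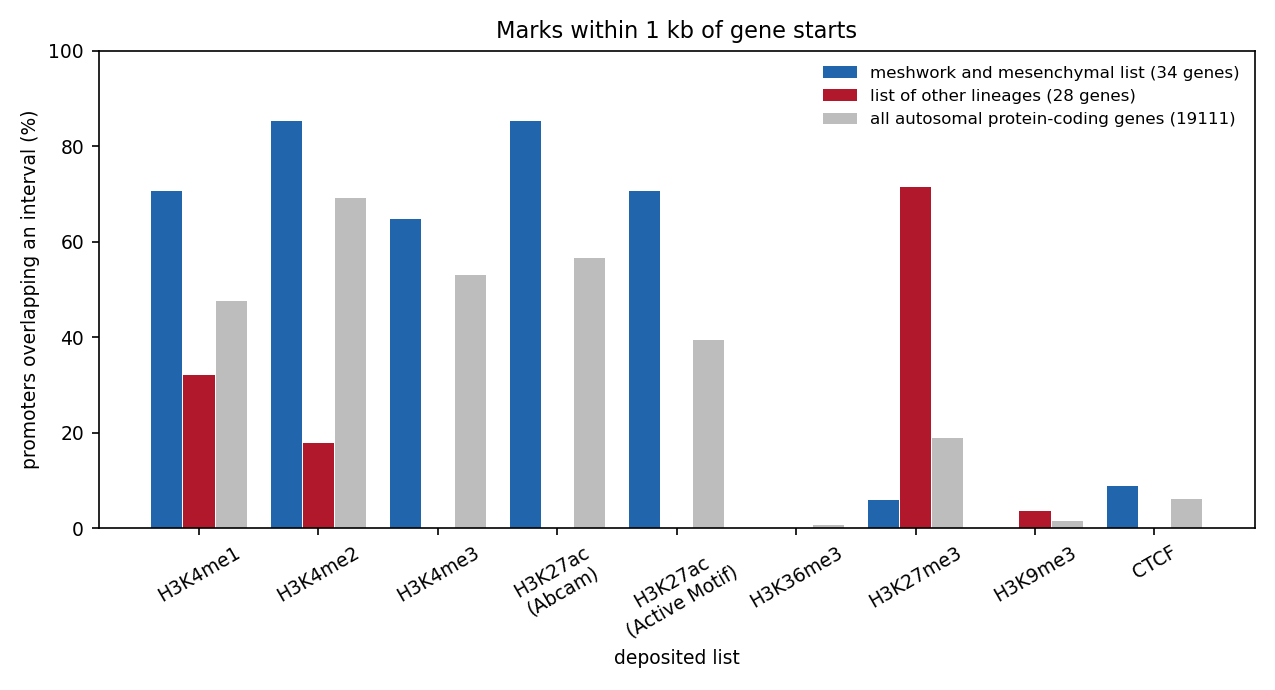
Share of promoters, in percent, that overlap an interval of each mark list within 1 kb of the start, for the 34 meshwork and mesenchymal genes, the 28 genes of other lineages and the 19111 autosomal protein-coding genes. Abcam H3K27ac lies on 85.3% of the first list and 0 of the second, and H3K27me3 on 5.88% and 71.4%.

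Of the genes named first in the meshwork list, with hg38 coordinates, MYOC (ENSG00000034971.17, chromosome 1, 171635417 to 171652688, minus strand) carried H3K4me1 alone at its promoter. MGP (ENSG00000111341.10, chromosome 12, 14880864 to 14885857) and ANGPTL7 (ENSG00000171819.5, chromosome 1, 11189355 to 11195981) carried H3K4me1, H3K4me2 and Abcam H3K27ac. CHI3L1 (ENSG00000133048.13, chromosome 1, 203178931 to 203186704) carried H3K4me1 and Abcam H3K27ac. TIMP3 (ENSG00000100234.12, chromosome 22, 32801705 to 32863041) carried these and also H3K4me2 and H3K4me3. AQP1 (ENSG00000240583.14, chromosome 7, 30911853 to 30925517) carried H3K4me1, Abcam H3K27ac and H3K27me3. None of these 6 promoters held an Active Motif H3K27ac interval, although 24 of the 34 promoters of the whole meshwork list did. In the other list, NEUROD1 (ENSG00000162992.5, chromosome 2, 181668295 to 181680827) and MYOD1 (ENSG00000129152.4, chromosome 11, 17719571 to 17722136) carried H3K4me1 and H3K27me3. NEUROD2 (ENSG00000171532.5, chromosome 17, 39603536 to 39609777) and OLIG2 (ENSG00000205927.5, chromosome 21, 33025935 to 33029196) carried H3K27me3 alone. GFAP (ENSG00000131095.14, chromosome 17, 44903159 to 44916937) carried H3K4me1 and H3K4me2.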

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

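The test in this part was written down before its value was known. The comparisons of the report used autosomes, and intervals on unplaced or unlocalised contigs lay outside them. A list is reported here where it held more than the 3 such intervals that a count of 0 allows. The H3K9me3 list held 637 on 60 contigs. The H3K27me3 list held 99, the CRE list 19, the H3K4me1 list 15, the H3K4me2 list 14 and the Abcam H3K27ac list 5. For H3K9me3 this is 55.6 intervals per Mb of contig against 30.6 per Mb of autosome, whereas H3K27me3 had 8.64 against 56.5 and H3K4me1 1.31 against 86.0. A pile-up of reads on contigs in every library alike would give every list a similar share. The share in the H3K9me3 list was 29.9 times that in the other 8 mark lists together (95% block bootstrap interval 14.9 to 111), which argues against that explanation as the whole cause. Repeats collapsed in the assembly, mappability and heterochromatin itself remain open, because no read-level value was analysed here, and no biological explanation was tested.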

How the results depend on the processing

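The alternatives of 50% overlap and shared base pairs were chosen after seeing the data for gene starts, and the others had been planned. No paired analysis was possible because each list combines the 3 donors, and for the same reason leaving out each replicate in turn was not run. No spread between donors stands behind any value.

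The Active Motif with Abcam fold stayed between 24.1 and 50.2. Pairs above the rotations numbered 22 under each of the 7 alternatives for pairs, and pairs below them 13 or 14. The number of lists above the rotations ranged from 5 to 7 for CRE regions, stayed at 8, the CRE list included, for SE regions and ranged from 8 to 10 for gene starts. The bivalent odds ratio ranged from 0.0276 to 0.0922. With a single alternative applied at a time, the CTCF fold at H3K27me3 edges ranged from 2.46 to 3.62. At H3K9me3 edges it ranged from 0 to 0.0815, the latter by shared base pairs, which gave 0.112 within 20 kb. The motif fold was 4.03 among wider intervals and 32.1 with at most 1 mismatch. The total of 665356 intervals changed to 332676 for the wider intervals and 375061 after merging within 1 kb, by the construction of these alternatives.

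Of 497 recomputed tested values for single items, 483 kept their direction and their side of the threshold, 9 reversed, 4 newly passed the threshold and 1 no longer passed it. By shared base pairs, H3K27me3 with H3K4me1 reversed to 1.05. With 50% of the region covered, CRE with H3K36me3 reversed to 0.310 and CRE with CTCF to 0.558. H3K36me3 at gene starts, not past the threshold at 0.915, became 1.00035 with whole-chromosome rotation, 1.18 within 2.5 kb and 1.42 with all annotated genes. By shared base pairs it was 0.666 and newly passed the threshold. SE regions at gene starts no longer passed it with 50% overlap, at a fold of 15.1, since a region that long is seldom covered to 50% by windows around starts. Among wider intervals, the H3K4me1 difference reversed to -2.69 points for Abcam and to -18.4 points for Active Motif, and the Active Motif H3K27me3 difference to 0.0159 points. The cause was not tested for these reversals. CTCF with H3K27me3 newly passed the threshold with 50% overlap, at a fold of 0.767, and by shared base pairs, at 0.815, and the CTCF gene list difference did so within 2.5 kb, at 17.6 points.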

Other observations

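Tests chosen only after a result was seen were those of CTCF with H3K4me2 outside the CRE list, of G and C content for H3K4me2 with H3K27me3, and of H3K36me3 at the starts of protein-coding genes. The other tests were written down before the value they measure was known, although the pattern behind several of them had been seen. Those with the starts of all annotated genes for H3K4me2 and for CTCF, and those of H3K36me3 with Active Motif H3K27ac, were added after the results for protein-coding starts and for Abcam H3K27ac had been seen. All patterns were found and tested on the same lists.

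All 9 mark lists contained intervals shorter than the 50-base reads, and each contained intervals of 1 base. Altogether 37474 of 665356 intervals, or 5.63%, were under 50 bases. The count of 9 lists with peaks under 50 bases restates this pattern and tests nothing further, so direct output of a caller and later trimming, such as intersecting the lists of donors, cannot be told apart in these lists. There were 1179 intervals of 1 base. Intersection of donors would change what list sizes, widths and intervals found with 1 antibody alone mean. No biological explanation was tested.

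CRE regions were interrupted at many CTCF intervals. Of the 2520 CTCF intervals that overlapped H3K4me2, 1300 lay outside every CRE region, although 98.3% of H3K4me2 intervals overlapped one. Within the same 2666 H3K4me2 intervals, 50.9% of the bases under CTCF and 94.95% of the bases beside it lay in CRE regions, a difference of -44.0 percentage points (95% block bootstrap interval -46.1 to -41.9). This argues against H3K4me2 at CTCF being merely too weak or narrow to enter the CRE list. The loss differed between lists. Under CTCF, 29.7% of H3K4me1 bases lay in CRE regions against 86.8% beside it, and 74.5% against 97.0% of Abcam H3K27ac bases. The loss was smaller for H3K4me3 bases, 92.8% against 99.5%, and for Active Motif H3K27ac bases, 98.9% against 99.9%. It was not confined to CTCF either, since H3K4me1 bases lay in CRE regions less often under H3K36me3, 55.8% against 91.2%, under H3K27me3, 63.7% against 84.0%, and under H3K9me3, 84.8% against 94.9%. H3K4me2 bases did so under H3K36me3, 81.1% against 98.5%, and under H3K9me3, 82.0% against 98.4%. Under H3K27me3 they showed no such loss, with 95.8% against 96.2% and a difference of -0.356 points (-1.12 to 0.473). H3K4me3 bases showed none under H3K36me3 or H3K27me3, with differences of 0.131 and 0.508 points. Of the 1300 intervals, 77.8% (75.3 to 80.0) had a CRE region within 1 kb and 24.8% had one on both sides. Because nearly every H3K4me2 interval overlaps a CRE region, a region nearby was all but given. A segmentation in which CTCF-bound stretches belong to another class therefore cannot be told apart from other ways of building the list, which is not stated. No biological explanation was tested.

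Peak width separates the antibody comparisons. Within width deciles, Abcam intervals shared with the Active Motif list overlapped H3K4me2 no more than those found alone: the difference of 18.4 points became -1.24 points (-2.38 to -0.156). An interval including 0 had been foreseen for this explanation. The small difference of the opposite sign had not been foreseen, and reading it as loss of the pattern was decided after the value was seen. Width may therefore account for that difference. For Active Motif intervals the difference averaged over deciles of all intervals was 43.5 points (40.9 to 46.0). That average gives the widest decile, with 2 intervals found alone, the weight of any other. In the narrowest decile, with 1470 intervals found alone, 56.0% of the shared intervals and 22.6% of those found alone overlapped H3K4me2, a smaller difference than the 44.1 points overall. Width is therefore not the whole cause, though it may account for a part, and the low H3K4me2 share of the 5169 intervals found with Active Motif alone remains unexplained. The excess of H3K27me3 on Abcam intervals found alone also stayed, at -2.02 points within deciles (-2.32 to -1.74). Antibody specificity and the depth of the libraries cannot be separated in these lists, and no biological explanation was tested.

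CTCF intervals near gene starts held the motif less often than distal ones, 76.8% against 90.4%. Windows of the same widths in 8078 H3K4me3 intervals near starts without CTCF held it in 42.5%, so the share was 1.81 times higher at CTCF (95% block bootstrap interval 1.74 to 1.88). This argues against open promoter chromatin alone as the source of these intervals. A part without a bound site stays open.

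H3K4me2 overlapped H3K27me3 above the rotations, at a fold of 1.27, although H3K4me1, H3K4me3, H3K36me3 and both H3K27ac lists lay below them. The H3K4me3 list, with 62.4% G and C against 55.1% for H3K4me2, overlapped H3K27me3 at a fold of 0.222. GC-rich sequence is therefore not enough to give an excess in every list. It may still account for a part or all of the H3K4me2 excess. H3K27me3, at 53.9% G and C, and H3K4me2 were both above the 41.0% of autosomes, and rotated positions were not matched for this. Away from protein-coding gene starts by more than 2.5 kb, the H3K4me2 fold was 1.19 (rotation permutation test, two-sided p = 0.002). Away from the starts of all annotated genes it was 1.10, with 4.72% of 32899 intervals against a rotated mean of 4.29% (rotation permutation test, two-sided p = 0.008). The outermost gene starts are therefore not the whole cause, though the excess left without them is small. Starts of other transcripts of a gene were not left out, so promoters as a whole are not excluded. Across promoters with and without H3K4me3 together, the odds ratio of H3K4me2 and H3K27me3 was 0.328 for protein-coding genes and 0.814 for all annotated genes. The fold was 0.235 for H3K4me2 intervals with H3K4me3, 1.90 for those without, and 5.06 for the 5196 of these near gene starts, of which 28.8% overlapped H3K27me3. These splits decide nothing on their own. Leaving out H3K4me3, which seldom overlaps H3K27me3, raises the fold, and rotation moves intervals chosen near starts away from starts, where H3K27me3 is itself 2.40-fold above the rotations. Mixtures of cells or donors and antibody cross-reaction were not tested, and no biological explanation was tested.

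CTCF at H3K27me3 domain edges was not explained by outermost gene starts or H3K4me3 intervals alone. With CTCF intervals within 2.5 kb of a protein-coding start or in an H3K4me3 interval left out, the fold was 3.58, and with the starts of all annotated genes it was 3.51 (rotation permutation test, two-sided p = 0.002 for each). CTCF density within 5 kb of an edge was 1.47 times that between 20 and 50 kb outside (95% block bootstrap interval 1.26 to 1.72), which argues against density in the wider region as the whole cause. The rise above the wider region lay outside the edge, with 10.1 intervals per Mb in the 5 kb outside and 5.06 in the 5 kb inside. The inside value and the 5.12 per Mb between 20 and 50 kb outside were themselves above the 1.96 per Mb of autosomes. Density in the wider region may therefore account for a part of the fold over the rotations. The zones of this profile were chosen after the edge fold was seen. What ends a merged domain was not tested, and no biological explanation was tested.

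The overlap of H3K36me3 with H3K27ac was examined further. With SE regions left out of both lists the fold was 6.33 for Abcam and 6.22 for Active Motif H3K27ac. With intervals within 2.5 kb of the outermost start of any annotated gene left out it was 12.3 and 13.3. Each of these folds had a two-sided p of 0.002 in the rotation permutation test. Neither SE regions nor outermost gene starts are therefore the whole cause, while starts of other transcripts were not left out. Whether untargeted cutting at open gene starts contributes cannot be told apart from targeted signal, since H3K36me3 lay at starts at a fold of 0.915 for protein-coding genes, or 0.666 by shared base pairs, but 1.42 for all genes. The value of 0.915 had at first been read as excluding such cutting, which the value of 1.42 does not allow.

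Zinc finger genes were expected to carry H3K9me3 and H3K36me3 together. An overlap of these lists above the rotations was expected and did not appear. The fold was 0.126, so there was no genome-wide excess for these genes to explain. With intervals in genes named ZNF left out it was lower, at 0.0781. Some of the overlaps, which involved 14 H3K36me3 intervals in all, therefore lay in ZNF genes. Whether overlap inside these genes was above the rotations was not tested. The test without ZNF genes had been planned, was set aside when the overlap did not appear, and was then restored and run as planned. Of 503 genes named ZNF, 18 or 3.58% held an interval of both lists, against 291 of 18608 other genes or 1.56% (Fisher's exact test across genes, two-sided p = 0.00172). Neighbouring genes are not independent. An H3K9me3 interval lay in 61.4% of ZNF genes against 23.7% of others, and H3K36me3 in 6.76% against 11.3%. Independent marks at these rates would give 20.9 ZNF genes and 499 other genes with both, against 18 and 291 observed. Both counts were below that expectation, that of other genes by more, and the difference between them was not tested.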
